# A contrasting function for miR-137 in embryonic mammogenesis and adult breast carcinogenesis

**DOI:** 10.18632/oncotarget.4218

**Published:** 2015-05-20

**Authors:** Jong-Min Lee, Kyoung-Won Cho, Eun-Jung Kim, Qinghuang Tang, Kye-Seong Kim, Cheryll Tickle, Han-Sung Jung

**Keywords:** mammary gland development, breast cancer, miR-137, tumour suppressor, tachykinin-1

## Abstract

MicroRNAs are differentially expressed in breast cancer cells and have been implicated in cancer formation, tumour invasion and metastasis. We investigated the miRNA expression profiles in the developing mammary gland. MiR-137 was expressed prominently in the developing mammary gland. When the miR-137 was over-expressed in the embryo, the mammary epithelium became thickened. Moreover, genes associated with mammary gland formation such as *Tbx3* and *Lef1* were not expressed. This suggests that miR-137 induces gland formation and invasion. When miR-137 was over-expressed in MDA-MB-231 cells, their ability to form tumours in adult mice was significantly reduced. These data support miR-137 decides epithelial cell behavior in the human breast cancer. It also suggests that miR-137 is a potential therapeutic target for amelioration of breast cancer progression.

## INTRODUCTION

Mammary gland development in mouse embryos is used as a model for breast cancer and can be divided into a series of stages [1-3]. In the initiation stage (in E10.5 mouse embryos), bilateral mammary lines are formed and epidermal cells of the mammary line become columnar and multilayered, defining the mammary ridge. At E11.5, five pairs of mammary placodes form at specific locations along the mammary line and these placodes then begin to invade the underlying mesenchyme (E12.5) to form a spherical epithelial bud enveloped by dense mammary mesenchyme and connected to the epidermis by a short stalk (E13.5) [4]. Subsequently, the epithelial bud grows and undergoes branching morphogenesis in female mice. Many genes expressed in the developing mouse mammary gland are also expressed in adult human breast cancer, including genes encoding molecules involved in signaling e.g. the estrogen receptor is expressed in the mesenchyme surrounding the invasive mammary epithelial bud [5] and various transcription factors [6-10]. For example, *Tac1*, the gene encoding Tachykinin-1, the precursor protein for neuroendocrine peptides, is expressed in the mammary mesenchyme during embryonic development [11-13] and the level of *Tac1* expression in breast cancers is directly proportional to their aggressiveness [14, 15]. Another example is the GATA family zinc-finger transcription factor, GATA3, a crucial regulator of luminal differentiation during mammary gland development [16, 17] which is expressed within invasive breast carcinomas [18].

Alterations in several genes, including those encoding microRNAs (miRNAs), accumulate in cancer by a complex and multistep process [19]. MiRNAs are 19- to 25-nucleotide single-stranded RNA molecules that function as post-transcriptional regulators of target genes expression [20, 21]. Recent studies have reported that miRNAs may act as either tumour suppressors or oncogenes [22,23] and there is interest in identifying miRNAs associated with breast cancer as they could be novel therapeutic targets. Here we investigated which miRNAs are expressed in the early development of mouse mammary glands by comparing the 3^rd^ mammary gland and the inter mammary gland region from E13.5 mouse embryos. We found that miRNA-137 (miR-137) is highly expressed in the 3^rd^ mammary gland at E13.5 and over-expressing it in the flank region of developing mouse embryos perturbed invasion of the epithelial mammary bud.

Down-regulated miR-137 has been observed in various cancers such as colorectal cancer, gastric cancer, oral cancer, and squamous cell carcinoma of the head and neck [24-27]. A recent study also reported that miR-137 impairs proliferation and migration of cells of a breast cancer cell line by targeting expression of the nuclear receptor estrogen-related receptor alpha (ERRα) [28], suggesting that miR-137 may suppress the formation of breast cancer. To confirm this possibility *in vivo*, we over-expressed miR-137 in cells of a breast cancer cell line, then inoculated them into nude mice and found that their ability to form tumours was reduced.

The outcomes of this study reveal that miR-137 not only perturbs embryonic mammary gland development but also inhibits tumour formation by human breast cancer cells. These results bolster the idea that the embryonic mouse mammary gland is a good model for human breast cancer.

## RESULTS

### Microarray profiling of embryonic mouse mammary glands

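miRNA levels at E13.5 were measured on Agilent 1-colour mouse miRNA microarrays, on which each miRNA is read by several short probes and each probe is printed as several spots. From the 3rd mammary gland and from the inter mammary gland region, the flank between the 3rd and 4th mammary glands, 100 ng of total RNA was labelled with Cy3, and 1 array was hybridized per region. Both arrays lay on 1 slide and were read in 1 scan, so slide and scan do not differ between the regions. Each array held 14635 spots, of which 13920 belonged to 1937 probes for 696 mouse miRNAs. On the array of the 3rd mammary gland 38.1% of the miRNA spots were well above background, and on that of the inter mammary gland region the share was also 38.1%. Of the 434 negative control spots on each array, 0 were well above background for the 3rd mammary gland and 1 for the inter mammary gland region. No miRNA spot was saturated.
The authors quantified the spots with Feature Extraction and deposited its background-subtracted intensity for each spot, its total signal for each miRNA, and a table of the totals, which equals them for all 696 miRNAs. A miRNA that the software did not call detected is listed there at 0.1, a stand-in and not a measured signal. From the spot intensities, control spots and spots marked as outliers were left out, the remaining spots of a probe were averaged, each array was divided by the 75th percentile of its probes detected on both arrays, and the probes of a miRNA were averaged. A probe was taken as detected when more than 50% of its spots were well above background, and a miRNA when at least 1 of its probes was. With 1 array per region there are no replicates, so the differences between the regions have no replicate check and no test was run. The spread over spots is technical only, and the number of arrays limits the precision of every value.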

To identify miRNAs expressed in the embryonic mouse mammary gland during invagination of the epithelial bud, we used miRNA microarrays to compare the 3^rd^ mammary gland and inter mammary gland flank region dissected from E13.5 mouse embryos (Supplementary Figure S1A-S1C). This analysis showed that expression of many miRNAs is correlated to mammary gland development (Figure 1A and 1B). Among these, the expression level of miR-137 was increased about 30 fold in the 3^rd^ mammary gland compared to inter mammary gland region (red box in Figure 1B). This high level of expression in the 3^rd^ mammary gland forming region was confirmed by carrying out *in situ* hybridization using a miR-137 locked nucleic acid (LNA) probe to detect miR-137 transcripts (Supplementary Figure S1D). 

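By the share of spots well above background, 296 miRNAs were detected in the 3rd mammary gland and 300 in the inter mammary gland region, 284 of them in both. Across these 284 miRNAs, which are not independent replicates, the log2 signals of the regions had a Pearson r of 0.959 and a Spearman rho of 0.967. The signal of 252 of them (88.7%) differed by less than 1.5-fold. At 1.5-fold or more, 6 were higher and 26 lower in the 3rd mammary gland. A further 12 miRNAs were detected in the 3rd mammary gland only and 16 in the inter mammary gland region only. For these the brighter signal was set against the higher of the miRNA's own signal on the other array and the lowest signal of a detected miRNA there, which put 4 and 12 of them past 1.5-fold, or 10 miRNAs higher and 38 lower in all (20.8% higher). With the lowest single probe detected there in place of the lowest miRNA, 4 and 5 passed, or 10 higher and 31 lower in all, and after normexp 4 were higher and 21 lower in all. The balance moved with the scaling as well. With no scaling between the arrays 23 were higher and 34 lower (40.4% higher), and with the 75th percentile of all probes 28 were higher and 33 lower (45.9% higher). The median log2 ratio of the miRNAs detected in both regions was 0.05 with the first scaling, 0.18 with none and 0.21 with the 75th percentile of all probes.

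**Figure D1:**
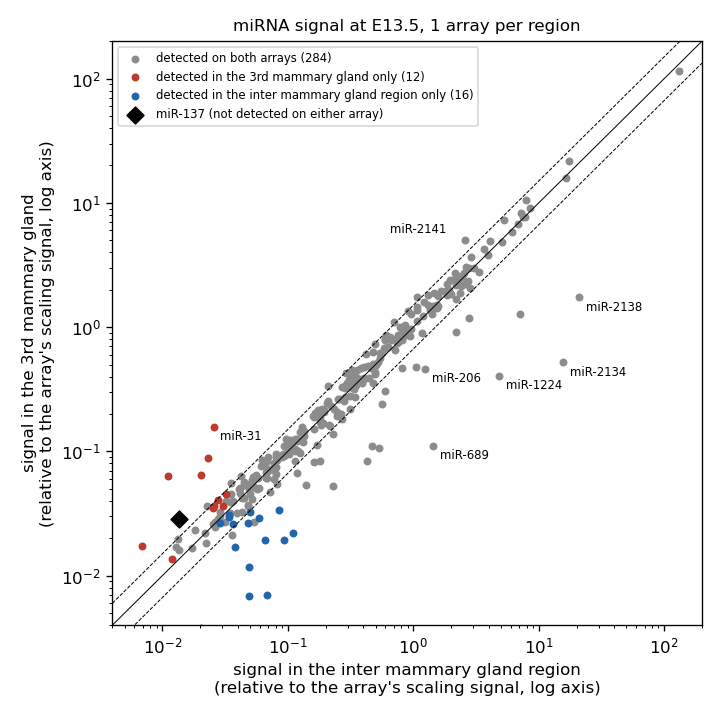
Signal of each detected miRNA in the inter mammary gland region (horizontal, log axis) and in the 3rd mammary gland (vertical, log axis), relative to each array's scaling signal, 1 array per region and no error bars. The solid line marks equal signal and the dashed lines 1.5-fold. Of the 284 miRNAs detected in both regions, 252 lie between the dashed lines, and the points farthest from them lie below. miR-137 is drawn as a diamond and was not detected on either array by this rule.

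The lowest ratios among miRNAs detected in both regions were those of miR-2134, 30.2-fold lower in the 3rd mammary gland, miR-689, 13.0-fold lower, miR-2138, 12.1-fold lower, miR-1224, 11.9-fold lower, and miR-2135, 5.48-fold lower. Of these 5, only miR-1224 has a gene of its name in the mouse RefSeq annotation that was used for names. The highest ratios were smaller: miR-2141 was 1.95-fold higher, miR-690 1.63-fold, miR-181a 1.62-fold, miR-338-3p 1.598-fold and miR-1839-5p 1.57-fold. miR-338-3p was dim, with a signal before scaling of 16.4 in the inter mammary gland region and 28.6 in the 3rd mammary gland. Its ratio came under 1.5-fold with the brightest probe (1.38) and with the scaled total signals (1.47), and with every spot required to be well above background it was detected in the 3rd mammary gland only. After normexp the ratios of miR-338-3p (1.135), miR-1839-5p (1.156) and miR-181a (1.41) were under 1.5-fold. miR-2141 has no gene of its name in the annotation either. Among miRNAs detected on 1 array, a lower bound was taken against the higher of the miRNA's own signal on the other array and the lowest single probe detected there. miR-31 was then at least 4.20-fold higher in the 3rd mammary gland, miR-135a at least 2.37-fold, miR-375 at least 1.71-fold and miR-31* at least 1.697-fold. Feature Extraction's own call gave miR-31, miR-135a and miR-375 as detected in both regions, and after normexp miR-375 and miR-31* came under 1.5-fold. miR-680 was at least 2.83-fold lower, miR-671-5p at least 2.41-fold, miR-1894-3p at least 2.201-fold, miR-1897-3p at least 1.75-fold and miR-133a* at least 1.695-fold. Of these 5, Feature Extraction's own call gave 4 as detected in both regions and only miR-1897-3p in the inter mammary gland region alone, and after normexp miR-1894-3p and miR-133a* came under 1.5-fold.
Fig. 1B prints a ratio and a signal for each region for 80 miRNAs, 40 higher and 40 lower in the 3rd mammary gland. At 2 significant digits all 240 of these numbers equal the total signals in the files and their quotient without any scaling between the arrays, with a stand-in of 0.1 raised to 1. With this arithmetic 43 miRNAs are at least 1.5-fold higher and 40 at least 1.5-fold lower. Of the 40 miRNAs printed as higher, 17 were detected in both regions, 10 in the 3rd mammary gland only and 13 in neither, and for 12 the signal of the inter mammary gland region is the stand-in. Of the 40 printed as lower, 21 were detected in both regions, 12 in the inter mammary gland region only and 7 in neither, and for 11 the signal of the 3rd mammary gland is the stand-in. In the scaled spot intensities all 80 went in the printed direction. Of the miRNAs detected in both regions, 6 of the 17 printed as higher and 21 of the 21 printed as lower differed by at least 1.5-fold.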

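miR-137, listed in the files as mmu-miR-137, was read by 2 probes of 10 spots each. In the 3rd mammary gland the background-subtracted signal was 24.5 ± 3.41 (SD over 10 spots) for the first probe and 20.6 ± 4.60 (SD over 8 spots, with the outliers left out) for the second. In the inter mammary gland region it was 9.38 ± 3.43 (SD over 8 spots) and 10.1 ± 4.43 (SD over 8 spots). The negative control spots, outliers left out, had a mean signal of 3.81 ± 5.28 (SD over 432 spots) and a highest value of 17.3 on the array of the 3rd mammary gland, and 2.22 ± 5.07 (SD over 428 spots) and 19.2 on that of the inter mammary gland region. Of the miR-137 spots, 15 of 18 were brighter than every negative control spot in the 3rd mammary gland, and 0 of 16 in the inter mammary gland region. Only 1 of the 18 spots in the 3rd mammary gland, and 0 of the 16 in the inter mammary gland region, was well above background, so by the rule on spots miR-137 was not detected on either array and has no fold. The quotient of its scaled signals, 3rd mammary gland over inter mammary gland region, was 2.12. The alternative that moved this quotient most was the use of the total signals after scaling, which gave 285 because the divisor is the stand-in.

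**Figure D2:**
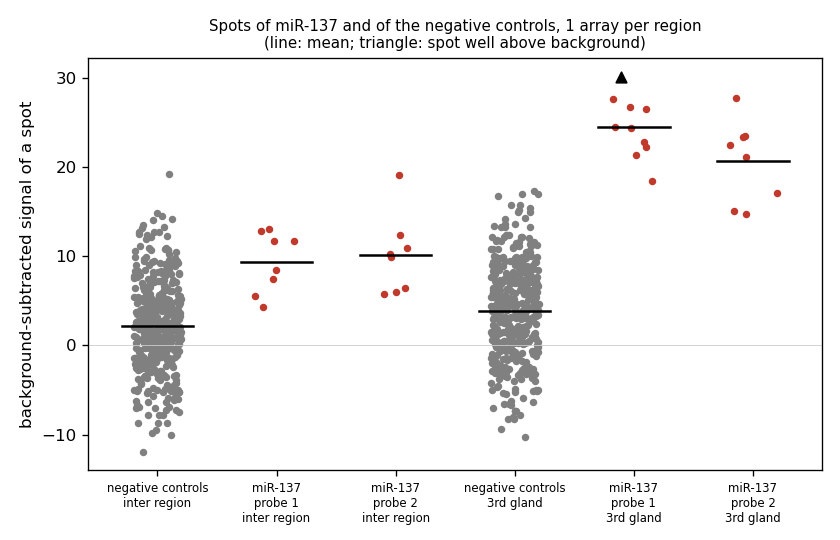
Background-subtracted signal of single spots of the negative controls and of both miR-137 probes, outlier spots left out, in the inter mammary gland region and the 3rd mammary gland, 1 array each. Horizontal lines are means and the triangle is the 1 miR-137 spot well above background. The miR-137 spots lie between 4.27 and 19.2 in the inter mammary gland region and between 14.7 and 30.1 in the 3rd mammary gland.

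In its own call for the miRNA as a whole, Feature Extraction gave miR-137 as detected in the 3rd mammary gland, with a total signal of 29.9 (error 5.81), and not detected in the inter mammary gland region, where the files list 0.1. Raised to 1, this divisor gives a quotient of 29.9, equal at 2 significant digits to the ratio printed in Fig. 1B. The software's totals for the single probes in the inter mammary gland region were 6.08 (error 3.67) and 6.53 (error 3.69). Against their sum of 12.6, the 29.9 of the 3rd mammary gland is a quotient of 2.37. From the ratio of Fig. 1B the paper states an increase of miR-137 in the 3rd mammary gland, and then turns to in situ hybridization for its expression in that region.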

We also carried out further microarray analysis using tissue dissected from mouse embryos in the same way to screen for protein-coding genes differentially expressed in the developing gland. As expected, we found many genes already known to be highly expressed in developing mouse gland at similar stages [5]. For example, *ER1* and *Gata3* were highly expressed in 3^rd^ mammary gland compared to the intermammary gland region (Figure 1C). The gene that we found to be most highly expressed in the 3^rd^ mammary gland at E13.5 was *Tac1* (red boxes in Figure 1C).

**Figure 1:**
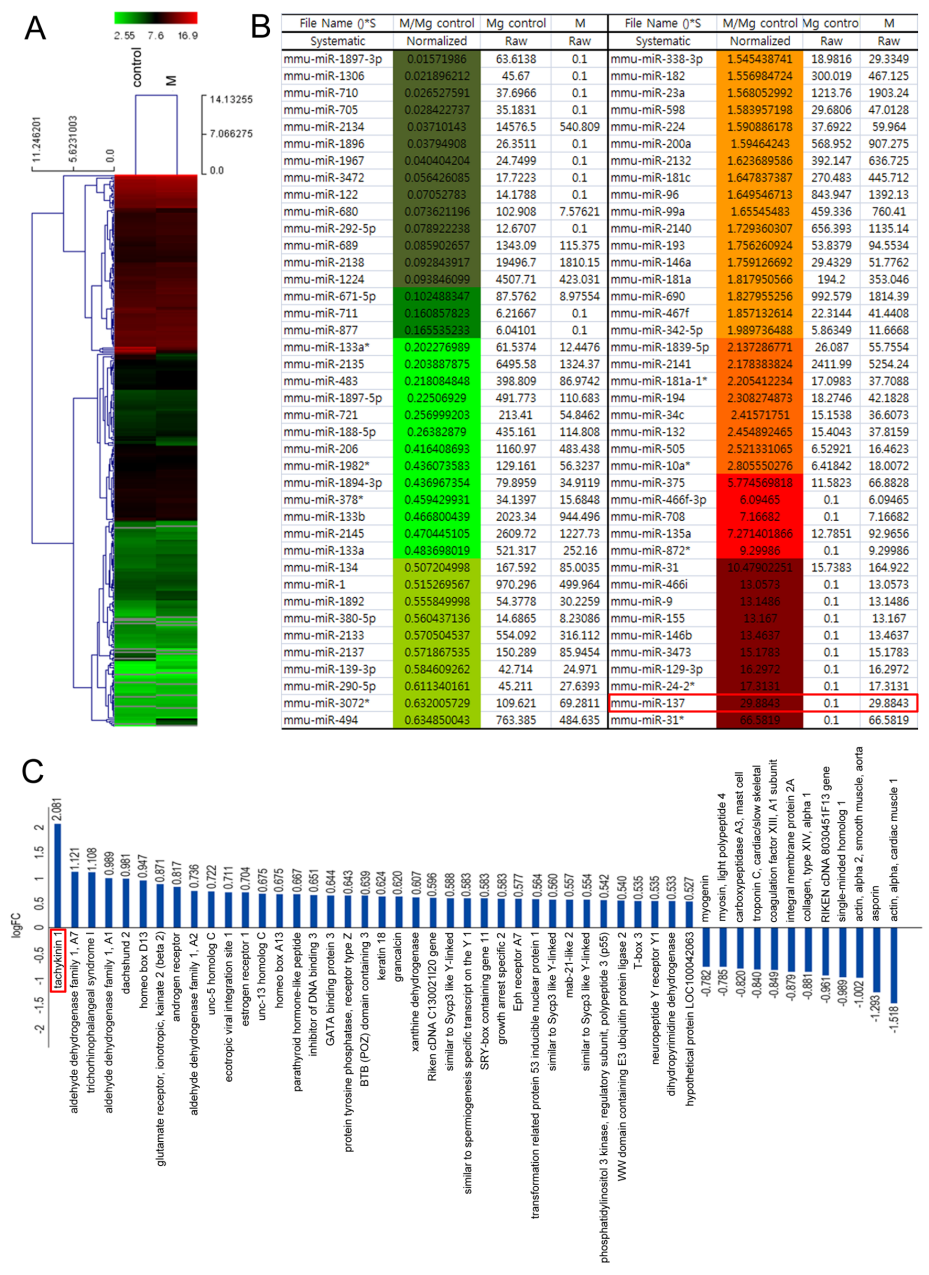
Heat-map of 3^rd^ mammary gland and inter mammary gland region miRNA expression illustrating cluster-analysis of the expression data **A., B.** The signal intensity converted to log2 is reflected in the color scale such that dark green, green and red show low, medium and strong miRNA expression, respectively. The dendrogram on the left shows hierarchical similarity. **C.** Microarray data sorting for protein-coding genes related to mammary gland development.

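The total signals behind this colour scale, on the log2 scale and over the miRNAs that Feature Extraction called detected, ran from 2.61 to 16.87 with a median of 7.64 in the 3rd mammary gland, and from 2.55 to 16.90 with a median of 7.54 in the inter mammary gland region. Over both arrays together the lowest value was 2.55, the median 7.601 and the highest 16.90, equal after rounding to the numbers printed on the scale of Fig. 1A. The brightest miRNA on both arrays was miR-1937b. The software called 335 miRNAs detected in the 3rd mammary gland and 334 in the inter mammary gland region, and the other 361 and 362 carry the stand-in value in the deposited table.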

### Relationship between miR-137 and mammary gland development

To investigate the function of miR-137 in mouse mammary gland development, we over-expressed miR-137 using a lentiviral system in the flank region of E11.0 mouse embryos and then cultured the flank for 72 h. As controls, we over-expressed scrambled miRNA. The lentiviral system also incorporated an EGFP cassette and successful over-expression of miR-137 or the control scrambled miRNA was confirmed by immunohistochemistry (IHC) using EGFP antibody and real-time quantitative polymerase chain reaction (RT-qPCR) (Figure 2C and 2D; Supplementary Figure S2A). In the controls, well-developed mammary buds were observed. With the over-expression of miR-137, thickened epithelium was observed in mammary placode region. However, this enlarged epithelium showed different cell morphology from normal mammary placode cells and they did not protrude into the underlying mesenchyme to give a spherical bud (compare Figure 2A and 2C with Figure 2B and 2D; see also for example Figure 2O versus 2P). To determine whether miRNA-137 inhibits or simulates expression of genes involved in mammary gland formation, we applied miR-137 to cultured mouse flanks and examined expression of *Gata3*, T-box transcription factor *Tbx3*, *Tac1*, and *Lef1* (lymphoid enhancing factor 1) (Figure 2E-2T).

Surface views of the embryos showed that the *Gata3* expression pattern was ring shaped, in the mammary glands at E12.5. However, at E13.5, expression of *Gata3* was seen in entire mammary gland region (compare Figure 2E and 2G with Supplementary Figure S3S and V). *Gata3* expression pattern was altered by miR-137 over-expression. Mesenchymal expression of *Gata3* was induced but epithelial expression was reduced by miR-137 over-expression (Figure 2F and 2H). *Gata3* was expressed in the center of mammary epithelial, surface ectoderm and mammary mesenchyme just beneath epithelium of mammary bud in control (Figure 2G). However, *Gata3* expression was lost its typical pattern in mammary epithelium and surface ectoderm after miR-137 over-expression (Figure 3H). *Gata3* was observed in the flank mesenchyme besides the mammary bud (Figure 2F) extending both ventrally and dorsally after miR-137 over-expression (Figure 2H).

*Tac1* is also known to be expressed only in mammary mesenchyme around in the developing mammary bud (Supplementary Figure S3G-S3L; ref 11-13) and this expression pattern was not changed by over-expression of scrambled miRNA (compare Figure 2I, 2K and Supplementary Figure S3G, S3J). Ectopic expression of *Tac1* was detected between 3^rd^ and 4^th^ mammary gland after miR-137 over-expression (Figure 2I and 2J arrowheads). In transverse section showed that *Tac1* was expressed in mesenchyme under surface ectoderm region but it was not expressed mesenchyme below mammary bud after miR-137 over-expression (Figure 2K and 2L asterisks).

Wnt signaling correlates expression of the transcription factor, *Tbx3*, which is essential for epithelial-mesenchymal interaction with *Lef1* during early mammary gland development [30, 31]. In control, *Tbx3* was expressed in mammary bud, mammary gland mesenchyme and dorsal part of flank in mouse embryo (Figure 2M and 2O). After miR-137 over-expression, *Tbx3* expression pattern was similar as control in surface view of the dorsal part embryo flank (Figure 2N). However, transverse section showed that *Tbx3* was completely obliterated in the mammary epithelium (Figure 2P). In addition, *Tbx3* expression was induced in mammary mesenchyme and dermal mesenchyme region in dorsal part of flank (Figure 2P).

In the controls, expression of the *Lef1* was observed in mammary epithelium from initiation (E10) to bud stage (E13) [31]. It was clearly observed in mammary epithelial buds in control (Figure 2Q and 2S). However, *Lef1* expression was detected in broad region of mammary gland than control after miR-137 over-expression (Figure 2R). Moreover, *Lef1* was not expressed in mammary epithelium except surface ectoderm and the margin of the enlarged mammary placodes between mammary epithelium and mesenchyme (Figure 2T). In addition, ectopic *Lef1* expression was observed in mesenchyme around mammary gland after miR-137 over-exrpression (Figure 2T).

All these results indicate that over-expression of miRNA-137 suppresses development of the mammary gland in mouse embryos.

**Figure 2:**
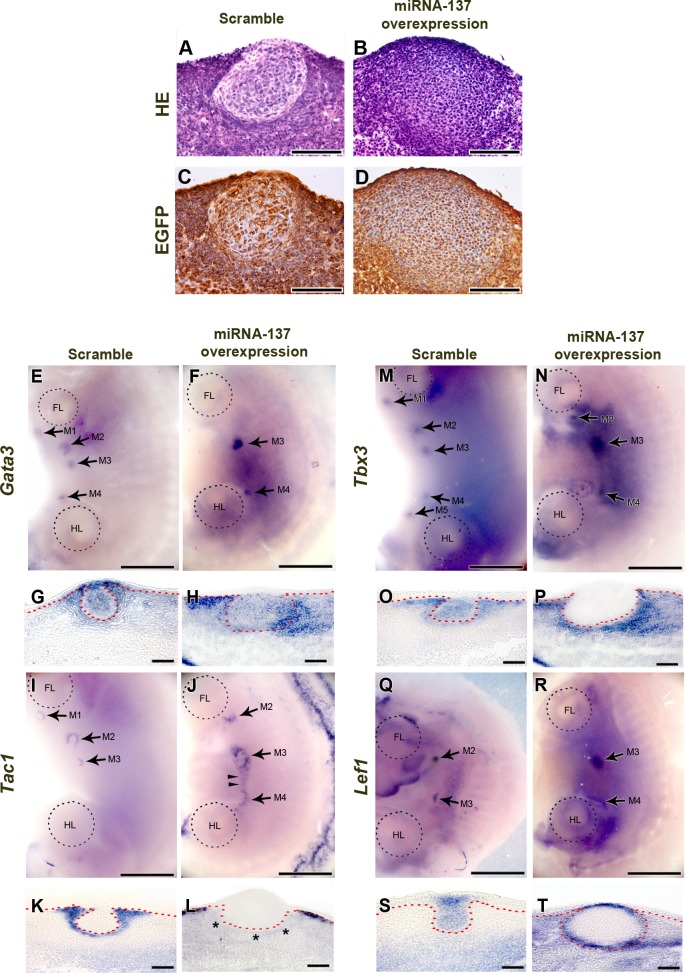
Function of miR-137 during mammary gland development **A., B.** HE staining of sections of mammary glands that developed after miR-137 over-expression, shows that normal invasion has not taken place although the placode has thickened. **C.**, **D.** EGFP IHC indicates that scrambled miRNA and miR-137 have been successfully over-expressed. **E.**-**H.** *Gata3* expression is disrupted by over-expressed miR-137. **I.**-**L.** MiR-137 over-expression alters *Tac1* expression. (M-T) Expression patterns of the mammary gland markers, *Tbx3* and *Lef1*, are changed after miR-137 treatment. Arrows, mammary bud. Arrowheads, ectopic *Tac1* expression. Asterisk, disrupted *Tac1* expression region ; FL, fore limb; HL, hind limb; Scale bar, A-D, G, H, K, L, O, P, S, T, 100 μm; E, F, I, J, M, N, Q, R, 1 mm.

### *In vivo* tumour formation assay after miR-137 over-expression

Recent work has shown that miR-137 impairs proliferation and migration of MDA-MB-231 human breast cancer cells in culture [28]. In order to investigate the relationship between miR-137 and breast tumour growth *in vivo*, MDA-MB-231 cells over-expressing miR-137 were inoculated subcutaneously (SC) in nude mice (*n* = 34) and formation of tumours were monitored 7 weeks later. Over-expression of miR-137 in the cells was confirmed by RT-qPCR (Supplementary Figure S2B). As a control, MDA-MB-231 cells over-expressing scrambled miRNA were inoculated (*n* = 16). The tumours formed by miR-137 over-expressing cells were noticeably smaller than those formed by cells transfected with the scrambled miRNA (Figure 3A). In fact, in 3 of the mice injected with MDA-MB-231 cells over-expressing miR-137 no tumours formed at all. In order to quantitate these results, we measured tumour weight and volume. Both weight and volume of tumours developing from miR-137 over-expressing cells were significantly reduced compared with tumours developing from cells over-expressing scrambled miRNA (Figure 3B and 3C). Thus, these results showed that miR-137 can suppress tumour formation *in vivo*.

**Figure 3:**
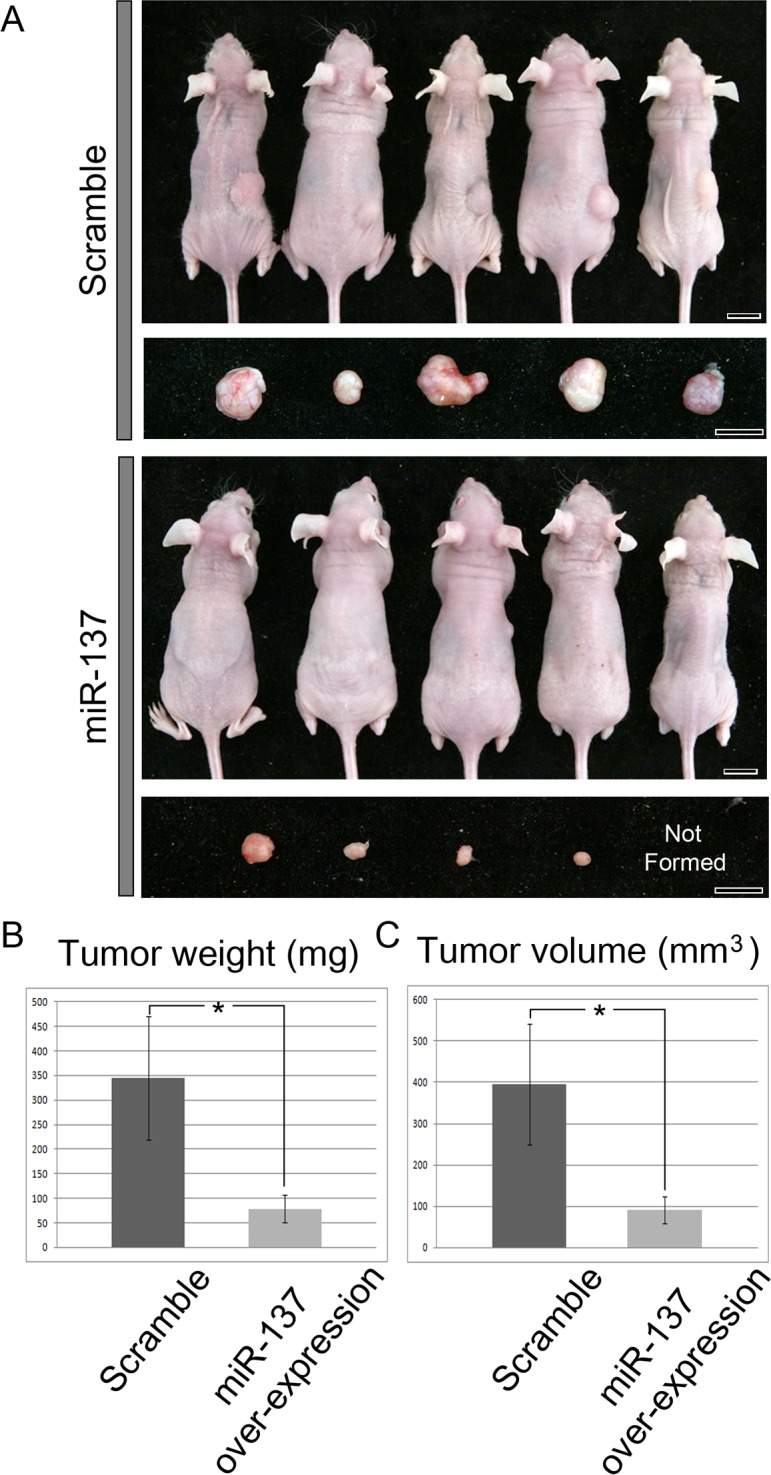
Tumour formation after SC inoculation of MDA-MB-231 cells over-expressing scrambled miRNA (controls) or over-expressing miR-137 **A.** Cells over-expressing miR-137 form smaller tumours than cells over-expressing scrambled miRNA. **B.** Tumour weight is markedly reduced after miR-137 over-expression **C.** as is tumour volume compared to controls. Scale bar, 1 cm.

### Expression pattern of angiogenesis and tumour suppressor markers after miR-137 overexpression

To explore the mechanisms involved in suppressing tumour formation when miR-137 is over-expressed in MDA-MB-231 cells, we performed IHC to monitor cell proliferation, angiogenesis and expression of tumour suppressors. Cell proliferation was reduced in the tumours formed by miR-137 over-expressing cells. A large number of Ki67-positive proliferating cells were observed in tumours formed by cells expressing the scrambled miRNA compared to tumours formed by cells over-expressing miR-137 (Supplementary Figure S4A-S4D). The number of Ki67-positive cells was counted in scramble and miR-137 over-expression group. The numbers of Ki67-positive cells were 38.57 cells/100 × 100 μm and 14.14 cells/100 × 100 μm in scramble miRNA and miR-137 over-expressing group, respectively (Supplementary Figure S4E).

In addition, we found that angiogenesis was markedly reduced after miR-137 over-expression. Staining for the sinusoidal endothelial cell marker CD31 indicated that there were a smaller number of blood vessels in the tumours made by miR-137 over-expressing MDA-MB-231 cells (Figure 4A-4F) and furthermore the expression of vasculogenesis markers, VEGF and vWF were dramatically reduced (Figure 4G-4L; Figure 4M-4R). On the other hand, expression of known tumour suppressors, Runx3 and p53, was increased in the tumours formed by miR-137 over-expressing cells (Figure 4S-4X; Figure 5A-5C). The area of CD31, VEGF, vWF and Runx3 expression in the scramble miRNA and miR-137 over-expression group was measured (*n* = 7 for each). The CD31, VEGF and vWF positive area was reduced in the miR-137 over-expression group than in those treated with scramble miRNA treated group. Runx3 expression region was increased in miR-137 treated group compared to control group (Figure 4Y).

**Figure 4:**
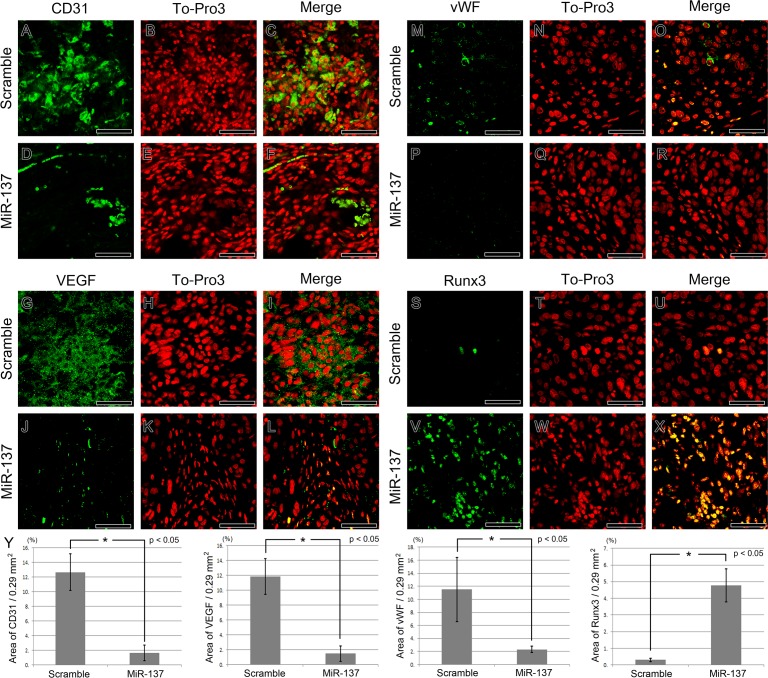
IHC of vasculogenesis and tumour suppressor markers after miR-137 over-expression **A.**-**F.** Sinusoidal endothelial cell marker CD31 is reduced after miR-137 over-expression. **G.**-**L.** Over-expressed miR-137 inhibits VEGF expression. **M.**-**R.** vWF expression is decreased in breast cancer after over-expression of miR-137 in MDA-MB-231. **S.**-**X.** Tumour suppressor Runx3 expression is substantially increased after miR-137 treatment. **Y.** The area of CD31, VEGF, vWF and Runx3 expression in the scramble miRNA and miR-137 over-expression group (*n* = 7 for each). IHC staining positive areas Scale bar, 100 μm.

Moreover, the cells in the tumours formed from miR-137 over-expressing cells induced the epithelial marker E-cadherin expression (Supplementary Figure S5A-S5F) but mesenchymal marker, Vimentin expression was reduced compare to control (Supplementary Figure S5G-S5L).

MiR-137 binding to *Tac1* was examined by measuring luciferase activity with a dual-luciferase assay vector containing cloned 3′UTR of *Tac1* transcripts (Figure 5D). Wild-type (WT) *Tac1* reporters showed an inhibition of Renilla luciferase activity compared with the mutant reporter (Mut), with mismatched sequences inserted into the seed sequences of the predicted miR-137 binding site (Figure 5D). Luciferase assay results indicate that *Tac1*, which confers a poor prognosis in breast cancer [14, 15], was the directly correlated to miR-137 (Figure 5D).

**Figure 5:**
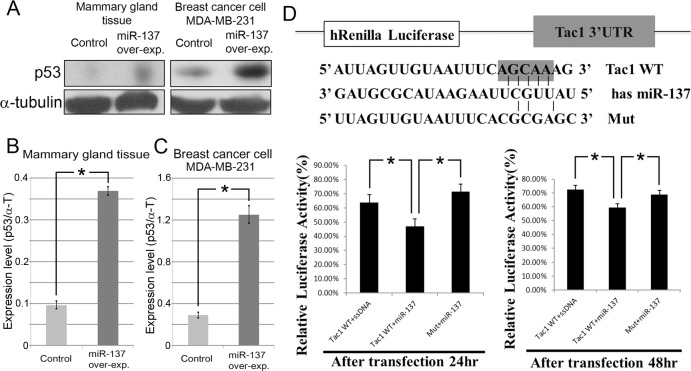
MiR-137 induces p53 expression in mammary gland tissue and breast cancer **A.**-**C.** Expression level of p53 is increased in mammary gland tissue and MDA-MB-231 cells after over-expressing miR-137. **D.** A luciferase assay result indicating that *Tac1* is a direct target of miR-137.

## DISCUSSION

From screens of tissue from mouse embryos for miRNAs differentially expressed in the developing mammary gland, we identified miR-137 was highly expressed. We also identified, via screening of the same tissues, that many protein-coding genes were already known to be expressed in the developing mammary gland and in breast tumours. Upon over-expression of miR-137 in mouse embryo flank during organ culture, the mammary epithelium thickened but it did not express several key genes known to be required for gland development and it also failed to invaginate into the underlying mesenchyme. MiR-137 is also highly expressed in an epithelial cell line derived from the adult human breast. When we over-expressed miR-137 in this breast cancer cell line, tumour formation *in vivo* was suppressed.

We identified miR-137 as a miRNA highly expressed in the developing mouse mammary gland at a stage when the mammary placode has invaginated the underlying mesenchyme to form a spherical bud. Our data and that of others [5] reveal that around this stage in development, many genes encoding proteins known to be associated with breast cancer are expressed in the gland. Thus, the molecular analysis of the mouse embryonic mammary gland is a good strategy for identifying genes that are potentially involved in breast cancer and any miRNAs identified from the mammary gland are good candidates for miRNAs associated with breast cancer.

*ER1*, *GATA3* and *Trps1* are among the genes that are highly expressed in the E13.5 mouse mammary gland and have also been implicated in human breast cancer [5, 16-18]. These genes were also identified by microarray analysis of E12.5 mammary glands. In addition, our analysis identified genes encoding proteins involved in retinoic acid signaling which appears to be involved in gland initiation [32]. Some genes identified are expressed in the mesenchyme and some in the epithelial bud and it is well-established that there are complex reciprocal signaling correlations between these tissues during normal development.

Our functional analysis suggests that miR-137 is involved in modulating early stages of mammary gland formation in the embryo especially invasion. When miR-137 is over-expressed, mammary placode formed and thickened but failed to invade the underlying mesenchyme and did not express either *Tbx3* or *Lef1* in mammary epithelium. *Tbx3* mutations are found in Ulnar mammary syndrome in human patients, which is characterized by mammary gland hypoplasia [33, 34]. In *Tbx3* knockout (KO) mouse embryos, mammary placode do not form and expression of *Lef1* is absent [34]. *Lef1* expression is one of the earliest molecular markers of placode formation and is also maintained in the epithelial cells during invasion of the epithelial bud. Thus, the failure of the mammary placode invagination by loss of *Tbx3* and *Lef1* after miR-137 over-expression suggests that miR-137 correlated the early stages of mammary gland development. *Tac1* and *Gata3* genes whose expression is also altered by over-expression of miR-137 are also detected at early bud stages. Moreover, luciferase assay results indicate that *Tac1*, which confers a poor prognosis in breast cancer [14, 15], was the direct target of miR-137. These data suggest that miR-137 is a potential therapeutic target for breast cancer by controlling of *Tac1* expression.

In breast cancer cells, miR-137 has been shown to target expression of ERRα [28]. It is not clear whether ERRα could be the target of miR-137 in the developing mouse mammary gland. Interestingly, *ER1* is expressed in the mesenchyme surrounding the mammary bud at E12.5 [5] and is a target of miR-206, which is also expressed in the mesenchyme at E11.5 and E12.5 (earlier than miR-137) but not at E13.5 [35]. When miR-206 was over-expressed in the same flank culture system used here, mammary placode development was very severely retarded; the placode formed but did not thicken [35]. This is consistent with miR-206 having a function at a slightly earlier stage in mammary gland development than miR-137.

Our results also showed that over-expression of miR-137 reduced tumour formation *in vivo*. Interestingly, we observed that cell proliferation of subcutaneously inoculated breast cancer cells was reduced when miR-137 was over-expressed. Moreover, epithelial-mesenchymal transition (EMT) was inhibited in the tumours formed from miR-137 over-expressing MDA-MB-231 cells. These results indicate that miR-137 have multiple tumour suppress function including prevention of the cell proliferation, epithelial invasion and EMT.

Our focus on miR-137 initially arose from screening for genes differentially expressed in embryonic mammary glands and this shows how the study of the developing embryonic mammary gland can provide new perspectives on breast cancer.

## MATERIALS AND METHODS

All experiments were performed according to the guidelines of the Intramural Animal Use and Care Committee of Yonsei University College of Dentistry.

### Animals

Adult Institute of Cancer Research Research; Caesarian Derived-1 (ICR; CD-1) mice were housed in a temperature-controlled room (22°C) under artificial illumination (lights on from 0500 to 1700 hours) and 55% relative humidity. The mice had access to food and water ad libitum. Embryos were obtained from time-mated pregnant mice. E0 was designated as the day a vaginal plug was confirmed. Embryos at developmental stages E11.0, E12.5 and E13.5 were used in this study. To study tumour formation, subcutaneous (SC) inoculation of 2.0×10^6^ MDA-MB-231 cells was performed in the BALB/c nude mice (Orientbio, Korea). No immunosuppressive medication was used. Tumour size was measured seven weeks after SC inoculation. The host nude mice were sacrificed, and tumours were dissected for analysis.

### MiRNA microarray analysis

For mammary gland miRNAs, the synthesis of target miRNA probes and hybridization were performed using Agilent's miRNA Labelling Reagent and Hybridization kit (Agilent Technology, USA) according to the manufacturer's instructions. Briefly, 100 ng of total RNA from each region (the 3^rd^ mammary gland and the inter-mammary gland region) at E13.5 was dephosphorylated with ∼15 Units of calf intestine alkaline phosphatase (CIP), followed by RNA denaturation with ∼40% DMSO and a 10 min incubation at 100 °C. Dephosphorylated RNA was ligated with pCp-Cy3 mononucleotide and purified with MicroBioSpin 6 columns (Bio-Rad, USA). After purification, labelled samples were resuspended with Gene Expression blocking Reagent and Hi-RPM Hybridization buffer, followed by boiling for 5 min at 100 °C and 5 min chilled on ice. Finally, denatured labelled probes were pipetted onto the assembled Agilent miRNA Microarray (15K) and hybridized for 20 hours at 55 °C with rotation at 20 rpm in an Agilent Hybridization oven (Agilent Technology, USA). The hybridized microarrays were washed as the manufacturer's washing protocol (Agilent Technology, USA). Location of array raw data; GEO (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66546)

### Data acquisition and analysis

The hybridized images were scanned using Agilent's DNA microarray scanner and quantified with Feature Extraction Software (Agilent Technology, Palo Alto, CA). All data normalization and selection of fold-changed genes were performed using GeneSpringGX 7.3 (Agilent Technology, USA). The averages of normalized ratios were calculated by dividing the average of normalized signal channel intensity by the average of normalized control channel intensity. Functional annotation of genes was performed according to the Gene OntologyTM Consortium (http://www.geneontology.org/index.shtml) by GeneSpringGX 7.3.

### Lentivirus production by transfecting 293T cells

We used miExpress^TM^ precursor miRNA expression clone (GeneCopoeia^TM^, USA) for miR-137 over-expression in mouse embryo flank and MDA-MB-231 cell. This clone is pEZX-MR04 vector system which carries EGFP and CMV promoter. The pEZX-MR04 vector confers resistance to puromycin (5-15 μg/ml) in transduced or transfected cells. The minimum antibiotic concentration to use is the lowest concentration that kills 100% of the cells in 3-6 days from the start of antibiotic selection. Finally we used 10 μg/ml purimycin for transfection of lentivirus production. Lentiviral production was carried out by transfecting human embryonic kidney 293T cells with lentivital and packaging vectors. For viral tittering, 5 × 10^4^ 293T cells were seed into 24-well culture plate with DMEM (10% FBS, 1% pen-strep) and counted the EGFP expressing cells or colonies of cells. EGFP positive colonies X 125 (dilution factor) X 40 = 2.76 × 10^5^ TU/mL. For each 100 mm dish, helper plasmid pCD-NL/BH*ΔΔΔ 3 μg, envelope pLTR-G 300 ng, target miR-137 expressing lentivirus DNA 3 μg were mixed in 500 μl transfection reagent FuGENE HD (Roche). This mixture was incubated at room temperature for 20 min, and then added to 293T cells. The medium was changed after 4 h into culture medium containing 30% FBS. The resulting supernatant was collected 48 h, filtered through syringe driven filter Unit 0.45μg (Millipore, Cat No. SLHV 033 RS) and concentrated by Amicon Ultra-15 Centrifugal Filter Devices (Millipore, Cat No. UFC910024). Virus medium was used for *in vitro* organ and breast cancer cell culture.

### Over-expression of miR-137 in *in vitro* organ culture and breast cancer cells

During cell culture (MDA-MB-231), miR-137 expressing lentiviral vector was transduced into cells. Concentrated miR-137 expressing lentivirus was added 1% (v/v) in culture medium containing polybrene (Santa Cruz Biotechnology). ICR mouse embryos were isolated at E11.0 and placed in culture medium (BGJb; Sigma, USA). The culture medium was supplemented with 20 μg/mL (v/v) ascorbic acid (Sigma, USA) and 1% (v/v) penicillin/streptomycin. Individual embryos were dissected into left and right halves using fine tungsten needles to bisect the neural tube. The left flank was designated the experimental tissue, and the right acted as control. Each flank was placed onto filter membranes (Track-etch, 1.0 μm pore; Whatman Nuclepore) that were supported on stainless steel grids in sterile culture dishes. Tissues were cultured in the air–medium interface at 37 °C and 5% CO_2_ for 12 h and 48 h by using a slight modification of the culture method reported by Trowell [29]. MDA-MB-231 human breast cancer cells were cultured in MEM (Lonza) supplemented with 10% (v/v) fetal bovine serum (Gibco), 100 unit/ml penicillin and 100 ug/ml streptomycin. Cells were grown to confluence at 37 °C in a humidified atmosphere containing 5% CO_2_ in air.

### *In situ* hybridization

Cultured specimens were fixed overnight in 4% paraformaldehyde in phosphate buffered saline (PBS). For *in situ* hybridization, the specimens were treated with 20 μg/mL proteinase K for 5 min at room temperature [30]. Antisense RNA probes were labeled with digoxigenin (Roche). MiR-137 locked nucleic acid (LNA) modified probe was synthesized in Exiqon. After *in situ* hybridization, the specimens were cryosectioned at a thickness of 12 μm. At least 20 specimens were examined for each stage.

### Histology and IHC

Samples were fixed in 4% paraformaldehyde in phosphate buffered saline (PBS) and then embedded in paraffin using standard procedures. Serial paraffin sections (4-μm thickness) were prepared, and individual slides were stained with haematoxylin and eosin. Antigen retrieval was achieved by citrate buffer, pH 6.0. After antigen retrieval, immunohistochemical analyses were performed using the DakoCytomation Envision System (using horseradish peroxidase with diaminobenzidine enhancer) (Dako, CA, USA) according to the manufacturer's instructions. The following primary antibodies were used for immunostaining or immunofluorescence: Ki67 (Thermo Scientific, USA), EGFP (Novus, USA), CD31 (BD Pharmingen, USA), vWF (Millipore, USA), VEGF (Santa Cruz Biotechnology, Inc., USA), Runx3 (Abcam, USA), E-cadherin (R&D systems, USA), and Vimentin (Thermo Scientific, USA). Alexa Fluor-conjugated secondary antibodies (Invitrogen, Carlsbad, CA, USA) were used for immunofluorescent staining. The stained sections were examined with a Leica MD5500D and a Zeiss LSM700.

### Quantification of Ki67-positive cells

Ten slides that contained five sections each were used to determine the number of total cells and Ki67-positive cells, and 15 sections were chosen at random from the 10 slides. The number of cells was counted in an area of 100 × 100 μm. After counting the proliferating cells, we corrected the counting results using Abercrombie's method [36].

The equations used is

$$P=A\frac{M}{L+M}$$

P is the average number of nuclear points per section, A the crude count of number of nuclei seen in the section, M the thickness of the section and L is the average length of the nuclei. Data were expressed as the mean ± S.D.

### Evaluation and statistics of IHC staining

Pictures were taken by the confocal microscope (Carl Zeiss LSM700, Germany). The positive pixels of images were counted by the software Leica Application (Leica Microsystems, Germany). All parameters of the image acquisition were kept the same to allow comparison. Data were expressed as mean ± SD. The mean expression levels were compared between the experimental and control groups using ANOVA (SPSS 10.0), with a probability value of *P* < 0.05 (Tukey's HSD test) being considered statistically significant.

### Luciferase assay

For the luciferase assay, the full length 3′UTRs of *Tac1* genes (from 686nt to 1230nt of mRNA) were amplified from E13.5 mouse genomic DNA by PCR using sense and antisense primers carrying an *XhoI* restriction site and a *NotI* restriction site, respectively. The 3′UTR of the *Tac1* gene was then cloned downstream of the Renilla luciferase gene in the psiCHECK^TM^-2 vector (Promega) between the *XhoI* and *NotI* sites. A mutant *Tac1* 3′UTR was synthesized using the QuikChange Lightning Multi Site-Directed Mutagenesis Kit (Agilent Technologies). Primer sequences used for cloning and mutagenesis are reported in Supplementary Figure S6. Cos-7 cells, a fibroblast-like cell line derived from monkey kidney tissue, were cultured in RPMI 1640 Medium (Gibco) supplemented with 10% (v/v) fetal bovine serum (Gibco) and 100X GlutaMax^TM^-I (Gibco), without penicillin and streptomycin antibiotics. After cells grew to 80-90% confluence, wild type (psiCHECK^TM^-2 Tac1) or mutant (Mut) reporter vectors were co-transfected into Cos-7 cells with or without a miR-137 expressing lentiviral vector using FuGENE^®^H (Promega) and salmon sperm DNA (ssDNA, Sigma). A scrambled miRNA was used as control. Renilla and Firefly luciferase activities were measured 24 h and 48 h after transfection. Firefly and Renilla luciferase activities were measured using the dual-luciferase reporter system (Promega) on a GLOMAX^TM^ 20/20 Luminometer (Promega). The data generated were expressed as relative ratios by normalizing Renilla luciferase readings to Firefly luciferase readings. All transfection experiments were performed in triplicate.

### Western blotting analyses

Mammary gland tissue and MDA-MB-231 cells treated with the scrambled miRNA and miR-137-expressing lentiviral vectors underwent lysis by sonication (Nextadvance) in radio-immunoprecipitation assay (RIPA) buffer (50 nM Tris pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100). Anti-p53 (Santa Cruz Biotechnology, Inc., USA) antibody was used. Horseradish peroxidase conjugated secondary antibodies (Santa Cruz Biotechnology, Inc., USA) were used, and the protein bands were visualized by enhanced chemiluminescence (Amersham Biosciences, USA). α-tubulin expression served as an internal control.

## SUPPLEMENTARY MATERIAL FIGURES

How the deposited data were processed for this re-analysis (not part of the article)

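miRNA levels were compared between the 3rd mammary gland and the inter mammary gland region of E13.5 mouse embryos, with 100 ng of total RNA and 1 Agilent 1-colour miRNA array per region. The arrays shared 1 slide and 1 scan. The samples were assigned to the regions from their labels and the paper's methods. The microarray of protein-coding genes and the other experiments of the paper were not analysed here.

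The authors scanned the arrays and quantified them with Feature Extraction, version 10.7.3.1 by the file header, which subtracts the background. The deposited intensity of each spot is on a linear scale, can be negative, and is not normalized between arrays. The deposited table holds the software's total signal per miRNA, an intensity that sums the probes it called detected, with 0.1 for a miRNA it did not call detected. The methods name GeneSpring GX for normalization and for the choice of changed genes, but the paper's text names no signal column, scaling, floor or fold threshold.

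From the spot intensities, control spots and outlier spots (1.67% of miRNA spots on the array of the 3rd mammary gland and 2.51% on that of the inter mammary gland region) were left out. The spots of a probe were averaged, each array was divided by the 75th percentile of the probes detected on both arrays, and the probes of a miRNA were averaged. Of 244 miRNAs with several probes detected on both arrays, 0 had probes past 1.5-fold in opposite directions. The control probes named dmr gave 0 of 120 spots well above background on each array and were not used for scaling. A ratio was used for a miRNA detected on both arrays. For one detected on 1 array, the brighter signal was divided by the higher of its own signal on the other array and a floor. The floor of the counts was the lowest signal of a detected miRNA (5.18 on the array of the 3rd mammary gland and 9.23 on the other, before scaling). Folds written as at least a value use the lowest single detected probe as floor (30.7 and 27.1), which was chosen after the data were examined. The fold threshold was 1.5. Named miRNAs were chosen by a rule: miR-137 and miR-206, the 5 highest and 5 lowest ratios among miRNAs detected on both arrays, the 5 largest quotients against the floor in each direction among miRNAs detected on 1 array, the members of the lists below, and the miRNAs of Fig. 1B. The rule on single miRNAs, the main setting, the lists and all but 3 of the alternatives were fixed before the data were examined.

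The steps were tested on simulated spots of these arrays, with 100 of the 696 miRNAs changed by known folds between the 3rd mammary gland and the inter mammary gland region. Every simulated change was at least 2-fold, both directions were drawn with equal odds, and noise was added between spots only. Of the 95 changed miRNAs detected on both simulated arrays, 100% were called past 1.5-fold in the right direction, and 0% of the unchanged ones were called. These shares do not cover changes near 1.5-fold, an uneven balance of directions, or differences between RNA samples. The quotient against the floor was a true lower bound less often. Over 20 simulated pairs of arrays, 39 of 112 such quotients lay at or under the simulated fold with the lowest detected miRNA as floor, and 110 of 112 with the lowest single probe.

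Lists of miRNAs (muscle, epithelial, neural, blood, Hox cluster and let-7) were described by the median log2 ratio of the members detected on both arrays and its percentile among 10000 random lists of the same size matched on mean level. Names were matched to the mouse genes of the RefSeq annotation of assembly GRCm38.p6, which held 656 of the 696 names. The array's grid names another assembly, so no coordinates were used.

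Alternatives covered the scaling, the signal column, the rule for detection, a filter on dim miRNAs, outlier spots, the choice among probes, the floor and the threshold. The planned normexp correction used a column that these files do not hold, and was run on the median pixel signal of the spot with an offset of 50. The planned count of viral miRNA probes was not made, since 0 probes of the files are for viral miRNAs. The spread of a value over spots was taken from 200 draws of the spots of each probe with replacement. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.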

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

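Among the tests in this part, those on the scaling, on background and on miR-135b were chosen after the values had been seen, and that on a local defect before.

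4 miRNAs that the paper's text does not discuss, though Fig. 1B lists them, were detected in the 3rd mammary gland only by the share of spots well above background, and passed 1.5-fold. miR-31 was at least 4.20-fold higher than in the inter mammary gland region, miR-135a at least 2.37-fold, miR-375 at least 1.71-fold and miR-31* at least 1.697-fold, with the lowest single detected probe as floor. Against the floor fixed before the data were examined, their quotients were 6.16 (miR-31), 3.87 (miR-135a), 3.15 (miR-375) and 4.98 (miR-31*). Feature Extraction's own call gave only miR-31* as detected in the 3rd mammary gland alone. It gave the other 3 as detected on both arrays, with total signals in the inter mammary gland region of 15.7 for miR-31, 12.8 for miR-135a and 11.6 for miR-375, and their quotients of scaled spot signals were then ratios of 6.16, 3.87 and 3.15. For miR-31*, all 20 spots were well above background in the 3rd mammary gland and 0 of 19 in the inter mammary gland region.

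A higher background on the array of the 3rd mammary gland would raise dim miRNAs alike. The scaled signal of the other miRNAs not detected on either array rose by a median of 1.31, in units of the signal on the inter array. In the same units the rise was 95.3 for miR-31, 47.5 for miR-135a, 37.9 for miR-31* and 31.5 for miR-375. miRNAs that rose enough to be detected are left out of that median by construction. The median therefore argues only against a rise shared by dim miRNAs. A local defect is argued against as well, since 100% of their 75 spots measured on both arrays were brighter in the 3rd mammary gland, and the median spot was brighter in each of 4 parts of the array divided by row and column. Over 5 scalings the smallest lower bound was 1.697. The background correction and its offset, which were not separated, did matter. After normexp, an alternative chosen after the data were examined whose offset draws ratios toward 1, the quotients against the floor fell to 2.08 (miR-31), 1.51 (miR-135a), 1.48 (miR-31*) and 1.39 (miR-375), so that 2 of the 4 no longer passed 1.5-fold. If the signal of the miR-135a probes came wholly from miR-135b, miR-135b would need a fold on its own probes of at least the 2.37 of miR-135a, and its highest quotient over 5 scalings was 1.24. A difference between single RNA samples or dissections stays open, because there is 1 array per region, and so does a biological difference between the regions. Neither was tested.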

How the results depend on the processing

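3 alternatives were chosen after the data were examined: normexp on the median pixel signal, the lowest single probe as floor, and the unscaled sum of the probe totals. No paired analysis was possible because each region has 1 array.

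The number of miRNAs detected stayed within 1.5 times its main value under every alternative. It ran from 286 to 335 in the 3rd mammary gland and from 288 to 334 in the inter mammary gland region. The arithmetic of Fig. 1B is left out of these ranges, since it counts a miRNA called detected on either array for both regions (346). The number of miRNAs brighter than miR-137 in the 3rd mammary gland also stayed within 1.5 times, with 286 in the main setting and 281 to 314 otherwise. Different probes do not compare as amounts of RNA, so this number ranks signals only. Of the 80 miRNAs of Fig. 1B, 79 or 80 went in the printed direction under each alternative that kept all of them, and 62 of 62 with dim miRNAs left out.

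The number of miRNAs at least 1.5-fold higher in the 3rd mammary gland, 10 in the main setting, was 23 with no scaling, with the median of the probes, with the scaled total signals and with the deposited table. It was 28 with the 75th percentile of all probes and with the sum of the probe totals, 21 after quantile normalization, 22 with the software's own call of detection, 43 with unscaled total signals and 1 for lower values, 4 after normexp and 4 at a 2-fold threshold. The number lower, 38, fell to 21 after normexp and stayed within 1.5 times otherwise. It was 31 with the lowest single probe as floor. Of the 16 miRNAs detected in the inter mammary gland region only, 12 passed in the main setting and 5 with this floor. The same 4 miRNAs of the 3rd mammary gland passed under both floors. The 2-fold threshold and the offset of normexp lower counts by construction. For the other changes the cause was not tested.

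The quotient of miR-137, 2.12 with an SD of 0.231 over drawn spots, was 2.36 with the 75th percentile of all probes, 2.38 with the brightest probe, 2.37 with the sum of the probe totals and 1.14 after normexp. It was 285 with the scaled total signals and with the deposited table, and 29.9 with unscaled total signals and 1 for lower values, because the divisor is then a stand-in. It was above 1 under every alternative. Signal over background limits it, since the scaled signal of the 3rd mammary gland was 0.762 times that of the lowest single probe detected in the inter mammary gland region.

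The correlation of 0.959 was 0.960 with the scaled total signals, the deposited table and the software's own call, 0.957 with every spot required, 0.956 with dim miRNAs left out, 0.958 with the brightest probe and 0.950 after normexp. With 1 for lower values it was 0.897, but miRNAs called detected on 1 array then enter with a stand-in for the other.

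The medians of the lists on the log2 scale were -1.24 (muscle), 0.34 (epithelial), -0.34 (neural), -0.06 (blood), 0.28 (Hox cluster) and -0.05 (let-7). The values that moved by more than their spread over drawn spots were as follows. With no scaling they were -1.10 (muscle), 0.47 (epithelial), -0.21 (neural), 0.070 (blood), 0.41 (Hox cluster) and 0.080 (let-7). With the 75th percentile of all probes they were -1.08 (muscle), 0.50 (epithelial), -0.18 (neural), 0.099 (blood), 0.44 (Hox cluster) and 0.11 (let-7). With the median of the probes detected on both arrays they were -1.12 (muscle), 0.46 (epithelial), -0.23 (neural), 0.058 (blood), 0.40 (Hox cluster) and 0.068 (let-7). After quantile normalization they were -1.18 (muscle), -0.20 (neural), 0.075 (blood), 0.43 (Hox cluster) and 0.087 (let-7). With the scaled total signals, as with the deposited table, they were -1.14 (muscle), 0.44 (epithelial), -0.25 (neural), 0.034 (blood), 0.37 (Hox cluster) and 0.044 (let-7). With unscaled total signals and 1 for lower values they were -1.07 (muscle), 0.51 (epithelial), 0.090 (neural), 0.21 (blood), 0.50 (Hox cluster) and 0.11 (let-7). With the software's own call of detection they were 0.047 (blood) and 0.34 (Hox cluster). With every spot of a probe required to be well above background they were -1.30 (muscle), 0.28 (epithelial), -0.52 (neural), -0.12 (blood), 0.22 (Hox cluster) and -0.11 (let-7). With the brightest probe of each miRNA they were 0.31 (epithelial) and -0.080 (let-7). With outlier spots kept it was -0.008 (blood). After normexp they were -1.07 (muscle), 0.29 (epithelial), -0.11 (neural) and 0.19 (Hox cluster). With the unscaled sum of the probe totals they were -1.07 (muscle), 0.51 (epithelial), -0.18 (neural), 0.10 (blood), 0.44 (Hox cluster) and 0.11 (let-7). The muscle list stayed below 0 and the epithelial and Hox cluster lists above 0 under every alternative. The blood, let-7 and neural lists changed sign under some. The neural list was above 0 only with unscaled total signals and 1 for lower values, where it had 5 members in place of 3. miR-9 and miR-129-3p then entered with a stand-in as divisor. The medians of the blood and let-7 lists lay near 0 in the main setting, and leaving out the scaling, which moves all ratios alike, was enough to change their sign.

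Of the 1710 log2 ratios of 108 single miRNAs under the alternatives, 1647 kept their sign, and 0 ratios past 1.5-fold in the main setting changed sign. Part of this count was fixed in advance. The software's own call of detection, the filter on dim miRNAs and the changes of floor leave a ratio as it is, and the deposited table repeats the scaled total signals.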

Differences from the paper's values

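A value is said to differ from the paper's when the larger is more than 1.5 times the smaller and, for a miRNA of Fig. 1B detected on both arrays other than miR-137, when they are also farther apart than the SD over spots. A value set against a floor differs only if it exceeds the paper's change by more than 1.5 times. A smaller gap is not counted and does not mean that the values are equal.

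For miR-137 the paper gives an increase of about 30 fold in the 3rd mammary gland over the inter mammary gland region. The quotient of the scaled spot signals was 2.12, with neither signal detected by the rule on spots. Among the alternatives set before the data were examined, unscaled total signals with 1 for lower values gave 29.9, which is within 1.5 times the paper's value. The other alternatives of that kind differed from the paper's value: the software's own call of detection, by which miR-137 was detected in the 3rd mammary gland only (2.12, a quotient and not a lower bound), no scaling (2.32), the 75th percentile of all probes (2.36), the median of the probes (2.2995), quantile normalization (2.21), every spot well above background (2.03), dim miRNAs left out (2.12), outlier spots kept (2.25), the brightest probe (2.38), the median of undetected miRNAs as floor (2.12), and the scaled total signals and the deposited table (285 each).

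Of the other miRNAs of Fig. 1B that were detected on at least 1 array by the rule on spots, miR-467f differed by this tolerance. Fig. 1B gives about 1.9, read by eye, and the quotient of the scaled spot signals was 1.24. Among the alternatives set before the data were examined, unscaled total signals with 1 for lower values gave 1.857, equal to Fig. 1B at 2 significant digits. Set against this unrounded 1.857, the 1.24 is just within 1.5 times. The difference in the main setting therefore rests on the rounding of the printed ratio. The quotient was lower than in Fig. 1B by less than 1.5 times with no scaling (1.357), the 75th percentile of all probes (1.384), the median of the probes (1.346), quantile normalization (1.344), and the scaled total signals and the deposited table (1.772 each). It was lower by more than 1.5 times with the software's own call of detection, dim miRNAs left out and the median of undetected miRNAs as floor (1.24 each), every spot well above background (1.188), outlier spots kept (1.239) and the brightest probe (1.14).

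Other miRNAs passed this tolerance under some alternatives only. By the software's own call of detection 9 of them count as detected on both arrays, with quotients of 6.164 for miR-31 (about 10 in Fig. 1B, read by eye), 3.867 for miR-135a (about 7.3), 3.152 for miR-375 (about 5.8), 1.454 for miR-194 (about 2.3), 1.181 for miR-181a-1* (about 2.2), 1.395 for miR-34c (about 2.4), 1.412 for miR-132 (about 2.5), 0.19997 for miR-680 (about 0.074) and 0.205 for miR-671-5p (about 0.10). By the rule on spots these were detected on 1 array, and their values, set against a floor, do not exceed the change in Fig. 1B. miR-146a (about 1.8) was 1.22 in the main setting, just inside the tolerance, and beyond it at 1.17 with every spot well above background, 1.185 with outlier spots kept and 1.189 with the brightest probe. Set against the unrounded quotient of its total signals, 1.759, the 1.185 and the 1.189 are within 1.5 times. With unscaled total signals and 1 for lower values 0 of the 61 miRNAs compared, miR-137 among them, differed by more than the tolerance.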

Other observations

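Among the tests in this part, those on the stand-in value, on neural tissue, on the scaling and on muscle were chosen after the values, or some of them, had been seen. Those on the background of miR-137, a local defect and the annotation were chosen before.

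The ratio printed for miR-137 in Fig. 1B equals, at 2 significant digits, its total signal over 1, a stand-in for a miRNA that the software did not call detected. The totals of its probes on both arrays gave a quotient of 2.37, under 50% of the printed ratio, while the total signal over 1 gave 29.9 and over the 0.1 of the files 299. The true ratio is not settled by this. With the inter mammary gland region's total (error 5.205) lowered by 2 of the software's errors, from 12.6 to 2.199, the quotient is 13.6. A shift of that total upward by as much would instead bring the quotient below 2.37, toward 1. The errors thus leave a small difference open as well as a large one.

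A higher background shared by dim miRNAs does not explain that the miR-137 signal itself was higher in the 3rd mammary gland. None of the 383 other miRNAs not detected on either array rose by as much as miR-137 (0.0%), and their median rise was 1.31 against 10.9. However, miRNAs that rose enough to be detected are not among the 383, and miR-129-3p came close to miR-137. Before scaling, miR-129-3p read 1.79 in the inter mammary gland region and 13.6 in the 3rd mammary gland, and miR-137 read 9.73 and 22.6. The comparison therefore argues only against a rise shared by dim miRNAs. Neural tissue in the dissected gland cannot be told apart from a difference in the gland itself. The median of the neural list was -0.34, at percentile 9.04 of random lists, from 3 detected members that were all lower (miR-128, miR-219 and miR-138), while miR-9 (6.92 and 15.6 in the inter mammary gland region and the 3rd mammary gland) and miR-129-3p (1.79 and 13.6) were brighter in the 3rd mammary gland without being detected by the rule on spots, and miR-124 was not detected. A biological difference between the regions stays open and was not tested.

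9 miRNAs detected on both arrays were at least 4-fold lower in the 3rd mammary gland: miR-2134, miR-689, miR-2138, miR-1224, miR-2135, miR-483, miR-1897-5p, miR-721 and miR-188-5p. All are in Fig. 1B. The scaling is argued against, since their highest quotient over 5 scalings was 0.263, and so is a local defect, since 100% of their 173 spots were dimmer in the 3rd mammary gland, with a dimmer median spot in each of 4 parts of the array divided by row and column. 4 of the 9 (44.4%) have no gene of their name in the annotation, against 18 of the 284 miRNAs detected on both arrays, a share at percentile 99.94 of random lists. A candidate explanation for part of the pattern is that these probes read RNA of other kinds. The other 5 miRNAs do have a gene of their name, and of the 18 without one, 10 changed by less than 1.5-fold and 2 were higher. A biological difference between the regions stays open.

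All 4 muscle miRNAs detected on both arrays were lower in the 3rd mammary gland, with log2 ratios of -1.12 (miR-1), -1.21 (miR-133a), -1.26 (miR-133b) and -1.43 (miR-206), and miR-133a* and miR-499 were detected in the inter mammary gland region only by the rule on spots. The median of -1.24 lay at percentile 0.11 of random lists and was at most -1.08 over 5 scalings. These values are consistent with less muscle tissue in the dissected 3rd mammary gland, as a hypothesis. 5 of the 8 members are also in Fig. 1B, so the list was not independent of these arrays, and 1 array per region leaves a difference between single dissections open. The signal of miR-206 before scaling was 896 in the inter mammary gland region and 365 in the 3rd mammary gland, detected on both arrays. The paper, citing another study, describes it as absent from mammary mesenchyme at this stage, which these dissected regions do not address separately.

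The epithelial list had a median log2 ratio of 0.34, at percentile 99.16 of random lists, with 5 of 7 members higher, from -0.31 (miR-203) to 0.51 (miR-200a). The 5 higher members were miR-200a, miR-429, miR-200b, miR-200c and miR-141. The percentiles of the lists, that of the muscle list among them, make no allowance for members that vary together and may be too extreme. miR-203 was lower under every scaling, while miR-205 (-0.02) was above 0 under some. The Hox cluster list had a median of 0.28 at percentile 97.1, the blood list -0.06 at percentile 26.2 and the let-7 list -0.05 at percentile 9.96. The median of the blood list and that of the let-7 list were above 0 under every other scaling. 1 epithelial member and 1 Hox cluster member are also in Fig. 1B.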
